A study of Mus musculus with 19 samples. Its data were reported in "An endosiRNA-Based Repression Mechanism Counteracts Transposon Activation during Global DNA Demethylation in Embryonic Stem Cells" (2017).

How the data were processed

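Chromatin immunoprecipitation followed by sequencing (ChIP-seq) had been done on mouse embryonic stem cells (ESCs), pluripotent cells grown in culture, for 3 histone modifications: H3K27me3, H3K9me2 and H3K9me3. Conditional knockout (cKO) cells, in which the gene of the maintenance DNA methyltransferase *Dnmt1* had been deleted, were compared with control cells at day 4 and day 8. The labels gave the mark, the day, the genotype and the replicate number of each library. The suffix after the day was read as the replicate number. Each mark had 1 control and 1 cKO library at day 4 and 2 control and 2 cKO libraries at day 8, and 1 input library came from control cells. The methods of the study speak of a single ChIP-seq measurement, whereas the labels number 2 libraries per group at day 8. These were treated as replicates here, and how far they are independent is not stated, which limits every SD over 2 pairs.

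Reads were trimmed by the authors with Trim Galore and aligned with Bowtie2 to NCBIM37, and alignments with a mapping quality under 20 were discarded. The authors then deposited, for each tile of 2 kb and each library, the log2 of observed over expected reads, where the expected number assumes reads spread evenly over the genome. Input was not subtracted. The methods of the study give tiles of 1 kb, whereas the table holds tiles of 2 kb, and the values were used as deposited. Removal of duplicate reads is not stated. The table covered 1327469 tiles on 22 chromosomes, whose lengths all equalled those of the NCBIM37 reference used here for sequence and annotation.

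The low values of every library stepped in whole reads, and 100% of them came out as whole numbers of reads, so read numbers were recovered for all 19 libraries. A tile without reads had been written as 0.9 of a read. The log2 value of such a tile thus depends on depth, and 2 libraries without reads in a tile show a false difference equal to the log2 of their depth ratio. The lowest value was -2.62 in the day 8 H3K9me3 cKO library of replicate 1 and -4.35 in its control. Totals of reads in tiles ranged from 5669098 to 26181489 over the ChIP libraries. The median tile held 3 to 17 reads, for which counting error alone gives a standard deviation between 0.87 and 0.37 on the log2 scale. Intervals and floors cover counting error only, since reads carried no molecular identifiers. Limits of fold changes for single tiles are exact binomial 95% limits.

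Differences between day 8 cKO and control were tested per mark with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend, 2 libraries against 2, two-sided, Benjamini-Hochberg adjusted p-value threshold 0.05). Tiles without reads in all 4 libraries were left out. The same fit was run on means over 10 kb and 100 kb windows, over gene bodies and over promoters (1 kb upstream of the start) of 23640 genes, of which 22367 were protein-coding and 1273 were lincRNA genes. An exact permutation test of 2 libraries against 2 has 6 arrangements and cannot give a two-sided p-value under 0.333, so other comparisons are given as values. The study took a 2-fold difference as its criterion for transposable elements higher in the knockout. Here shares of tiles at least 2-fold different in either direction were counted per pair of libraries with the same mark, day and replicate number. Shares that counting error alone would give were obtained by drawing Poisson reads for both libraries from the pooled profile of the 6 libraries of the mark. Day 4 had no replicates.

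Tiles were named by a rule set in advance: per mark and direction, the 3 with the largest mean day 8 difference among those past the threshold, or, where none passed, among those at least 2-fold changed in the same direction in every pair, at least 10 kb apart. *Dnmt1*, *Xlr3a*, *Mirg* and *Rian* were also named in advance. Discarding alignments of low mapping quality removes reads from genes with near-identical copies, and values of *Xlr3a*, whose name marks it as part of a gene family, are uncertain for this reason. Of the tiles this rule gave, 1 is not reported here. Any other tile or gene named was chosen after its values were seen.

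GC content and CpG sites per tile came from the reference sequence. A tile was called high-copy where at least 0.5 of its sampled 31-mers (1 in 32 was kept) occurred 50 or more times in the genome, and CpG-rich where it held at least 80 CpG sites. Both classes were defined after the data had been seen. Their change was computed from summed reads outside the 1% of tiles with the highest input. This replaced means of tile values once those were seen to follow the depth-dependent floor, and the means were kept as an alternative. GC trends were removed by subtracting each library's median in bins of GC content 0.02 wide. The share of input-like reads in a cKO library was fitted as the weight that, mixing its control with the input, best gave its profile.

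Fits as used for tiles, 100 kb windows and promoters, without a block or GC correction, were run on simulated reads with known answers. Depths were those of the day 8 H3K27me3 control libraries. Simulated 100 kb windows and promoters held log2 of summed reads, whereas the reported fits used means of tile values. Their simulation thus does not test the reported fits directly. No effect shared by same-numbered libraries was simulated. The other fits were not simulated. Among 1255417 simulated tiles, limma without a trend, limma with a trend and limma-voom each called 0 of 200 tiles changed 4-fold, although all 200 had the right sign. Without a trend, limma called 200 of 200 changed windows of 100 kb beside 19 unchanged ones, and 0 of 200 changed promoters, against 115 with a trend and 160 with limma-voom. Mixing 10% and 30% input into a simulated profile returned 9.58% and 29.1%.

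Alternatives fixed before the data were examined were a replicate block for tiles, genes and promoters, centring each library on its median, quantile normalization, other filters, other window sizes, a trend in eBayes for tiles, a 4-fold threshold, crossed pairs, another promoter definition and leaving out each library in turn. Alternatives chosen after seeing the data were limma-voom on the recovered reads, GC correction, summed reads for chromosomes and named genes, centring on the median of 100 kb windows, a minimum of 200 copies for 31-mers, the block for windows and the trend for genes and promoters. The planned test over repeat families was not run, since neither the deposited values nor the annotation used here name repeats. Groups held fewer than 3 libraries, so regroupings of samples were not counted. Computations were done with Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R was used with version 1.17.8 of data.table.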

Results

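ChIP-seq of H3K27me3, H3K9me2 and H3K9me3, histone H3 modifications linked to silencing, was examined in control and *Dnmt1* cKO ESCs at day 4 and day 8 to ask whether these marks change when DNA methylation is lost. There were 18 ChIP libraries, 6 per mark, and 1 input library of chromatin without immunoprecipitation. Values were log2 observed over expected reads in 2 kb tiles of the NCBIM37 genome. The input held 19010249 reads in tiles. ChIP libraries held 14627174 to 26181489 reads, except the day 8 H3K9me3 cKO library of replicate 1, which held 5669098. That library had a median of 3 reads per tile and 12.7% of tiles without reads. At least 1 read in any library was present in 1260234 tiles. A single tile on chromosome 2 (98506001 to 98508000), at the start and coding exon of *Gm10800*, took 3.38% to 4.59% of the reads of H3K9me3 libraries.

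The deleted gene was examined first. *Dnmt1* (ENSMUSG00000004099) lies on the minus strand of chromosome 9 from 20711650 to 20757317. Reads were lost in the cKO from 1 tile, 20744001 to 20746000, which holds coding exon sequence, overlapping exons 4 and 5 of the 39 exons of transcript ENSMUST00000004202. At day 8, the control libraries held 7 and 7 reads there for H3K27me3, 10 and 7 for H3K9me2, and 7 and 11 for H3K9me3. The cKO libraries held 0 reads in all cases except 1 read in H3K9me3 replicate 2. Over all marks this was 1 read against 49, a ratio of RPM (reads scaled to the library total) of 0.0216 (95% interval 0.000535 to 0.126, exact binomial), at least 7.94-fold lower. At day 4 the cKO libraries held 2, 3 and 4 reads for H3K27me3, H3K9me2 and H3K9me3 and the control libraries 6, 8 and 9, a ratio of 0.350 (95% interval 0.143 to 0.786, exact binomial). In the other 23 tiles of the gene the day 8 ratio ranged from 0.719 to 2.11, with a median of 1.18. All cKO labels thus went with fewer reads in this tile than the matching control. The tile was chosen after its values were seen.

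**Figure D1:**
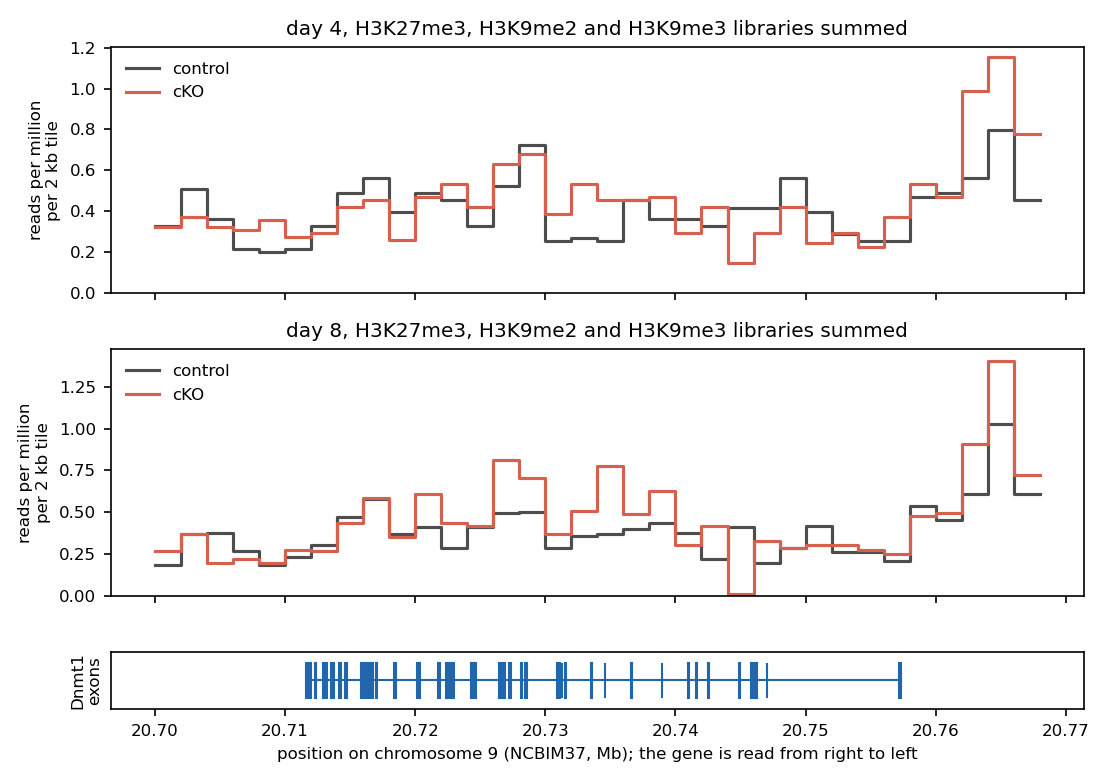
RPM in each 2 kb tile (y axis) along chromosome 9 around *Dnmt1* (x axis, Mb), summed over the 3 marks, for control (grey) and cKO (red) libraries at day 4 and day 8, with the exons of the gene as blue bars. The cKO line falls to 1 read at day 8 in the tile from 20744001 to 20746000.

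By the median correlation, libraries of the same mark resembled each other more than those of other marks. Across tiles, which are not independent replicates, the median Pearson correlation within a mark was 0.816 for H3K27me3, 0.796 for H3K9me2 and 0.731 for H3K9me3 (15 pairs each, Spearman 0.786, 0.742 and 0.667). Between marks the median was 0.412, 0.521 and 0.425, respectively. The highest value between marks was 0.636, for an H3K9me2 and an H3K9me3 library, which is above the lowest within H3K9me3. The lowest values within a mark, 0.562 for H3K9me3 and 0.696 for H3K9me2, involved the shallow H3K9me3 cKO library and the day 8 H3K9me2 cKO library of replicate 2. The latter also correlated with the input at 0.704 (Spearman 0.364), against 0.497 to 0.570 (Spearman 0.284 to 0.335) for the other H3K9me2 libraries.

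**Figure D2:**
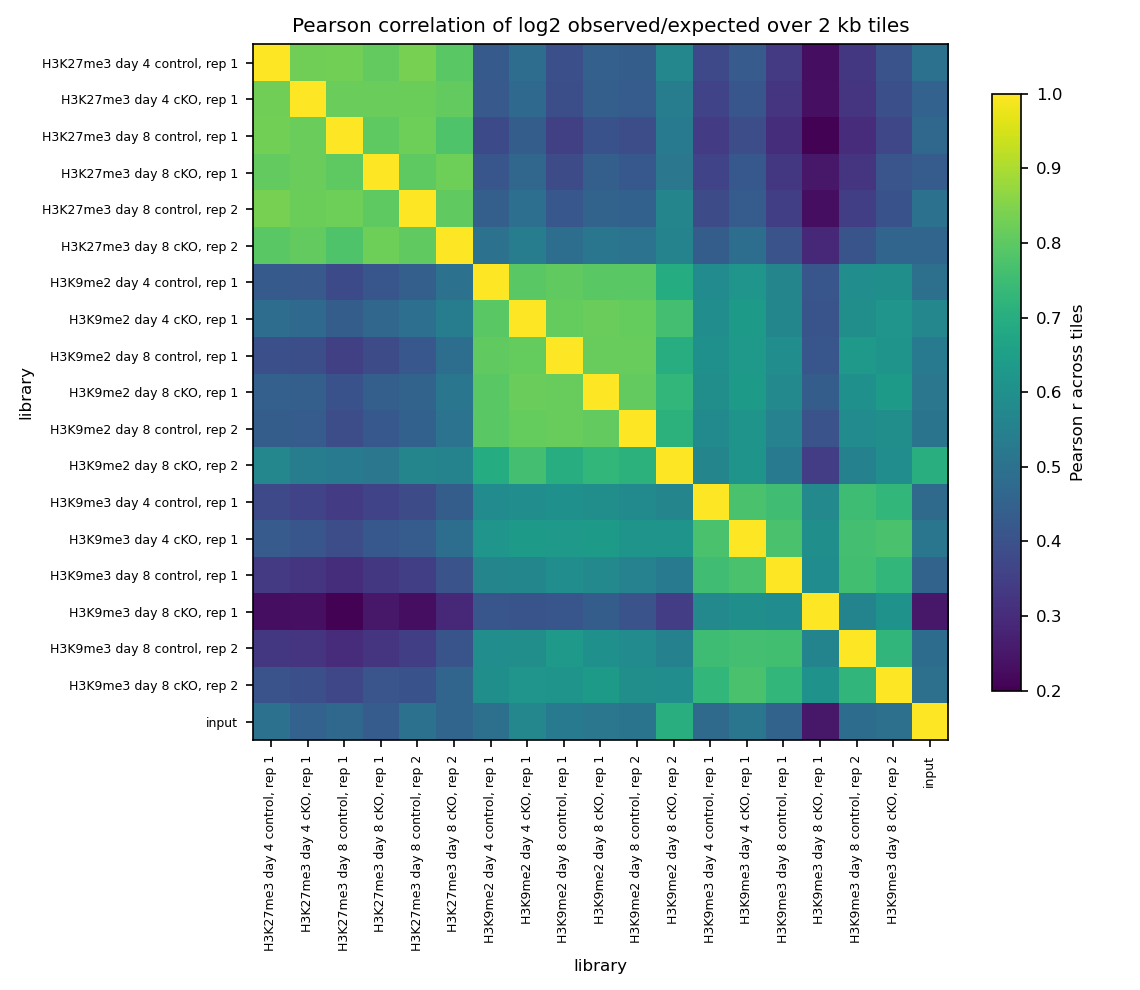
Pearson correlation (colour) of log2 observed over expected values across 2 kb tiles for every pair of the 19 libraries, ordered by mark, day and replicate on both axes. Blocks of the same mark stand out, with medians of 0.816, 0.796 and 0.731, and the H3K9me2 day 8 cKO library of replicate 2 shows its highest value outside its own mark, 0.704, with the input.

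Enrichment over the input was compared between marks. The share of tiles at least 2-fold above the input was 11.3% ± 0.948 (SD, n = 6) for H3K27me3, 9.35% ± 1.43 (SD, n = 6) for H3K9me2 and 10.6% ± 1.63 (SD, n = 6) for H3K9me3. Counting error alone gave 5.00%, 5.05% and 5.89%. The ranges over libraries, 10.2% to 12.4%, 6.79% to 10.7% and 9.49% to 13.9%, overlapped between all marks. A 4-fold threshold moved these shares most, to 2.50%, 0.663% and 2.12%.

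Whether single tiles differed between cKO and control at day 8 was tested with limma. No mark had a tile with an adjusted p-value under the threshold (0 of 1255417 for H3K27me3, 0 of 1254661 for H3K9me2 and 0 of 1256638 for H3K9me3). At an unadjusted p-value under 0.05 there were 96211, 71223 and 78379 tiles, respectively. In reads simulated at the depth of the H3K27me3 controls, the same fit called 0 of 200 tiles changed 4-fold. Changes of this size in single tiles were thus not detected in that simulation. There limma-voom also called 0 of these 200 tiles, but it called 5408 real H3K27me3 tiles, so the simulated setting may differ from the data. Among alternatives without a replicate block, limma-voom on recovered reads moved the counts of H3K27me3 and H3K9me2 most. It was chosen after the data had been seen and gave 5408 tiles for H3K27me3 (1323 higher and 4085 lower in cKO). It gave 12 for H3K9me2 and 485 for H3K9me3 (219 higher and 266 lower). For H3K9me3, means over 100 kb windows moved the count most among these alternatives, to 674. A trend in eBayes gave 3067 tiles for H3K27me3 (783 higher, 2284 lower), 0 for H3K9me2, where 80852 had an unadjusted p-value under 0.05, and 107 for H3K9me3 (5 higher, 102 lower). The 5 higher H3K9me3 tiles began at 5146001 on chromosome 2 (intron of *Ccdc3*), 88546001 on chromosome 3 (622 bp from *Syt11*), 95210001 on chromosome 3 (26310 bp from *Arnt*), 70646001 on chromosome 12 (30615 bp from *Mettl21d*) and 77750001 on chromosome 12 (coding exon and UTR of *Spnb1*), and were named after their values were seen. The 3 lower H3K9me2 tiles under limma-voom began at 98502001 and 98506001 on chromosome 2 (*Gm10801* and *Gm10800*, coding exons) and at 35112001 on chromosome 9 (22581 bp from *Gm5614*). They were also named after the values were seen. Their log2 changes were small, at -0.19, -0.28 and -0.36. The tile at 98506001 is the one that took up to 4.59% of the reads of H3K9me3 libraries.

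Tiles named by the preset rule had limma adjusted p-values of 0.544 or more. Limits of fold changes given for them are exact binomial 95% limits for the reads of both day 8 pairs together, and cover counting error but not the choice of the most changed tiles. For H3K27me3 the tile with the largest fall covered the coding exons and UTRs of *Zfp800* and 6530409C15Rik on chromosome 6 (28210001 to 28212000). It held 60 and 50 reads in the day 8 control libraries against 3 and 2 in the cKO, at least 9.85-fold lower. A coding exon of *Zxdc* on chromosome 6 (90320001 to 90322000) held 57 and 39 reads against 10 and 2, and its log2 value fell by 3.49 ± 1.45 (SD, n = 2 pairs). An intergenic tile 13062 bp from *Nup210* on chromosome 6 (90948001 to 90950000) went from 16 and 15 reads to 2 and 1, at least 3.47-fold lower. Tiles higher in H3K27me3 rested on 1 or 2 control reads. They lay on chromosome 1 (149352001 to 149354000, intergenic, 222929 bp from *Gm9931*) with 10 and 13 cKO reads, on chromosome X (86998001 to 87000000, coding exon of 4932429P05Rik) with 12 and 17, and on chromosome 15 (19450001 to 19452000, intergenic, 506011 bp from *Cdh10*) with 14 and 13. These were at least 2.64-fold, 2.78-fold and 2.57-fold higher.

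For H3K9me3, *Neat1* (exon of a processed transcript, chromosome 19, 5838001 to 5840000) held 65 and 64 control reads against 1 and 10 in the cKO, and its log2 value fell by 3.49 ± 1.14 (SD, n = 2 pairs). A tile on chromosome 7 (16848001 to 16850000), 3112 bp from *C5ar1*, fell by 3.28 ± 0.98 (SD, n = 2 pairs). An intronic tile of *Fdft1* on chromosome 14 (63786001 to 63788000) went from 57 and 26 reads to 2 and 3, at least 4.51-fold lower. Higher H3K9me3 tiles in a UTR of *Pcdh11x* (X, 117404001 to 117406000) and a coding exon of *Tiparp* (chromosome 3, 65336001 to 65338000) held 0 or 1 reads in each day 8 control library and 3 to 9 in each cKO library. For H3K9me2 the largest fall was the *Dnmt1* tile, followed by an intronic tile of *Usp9y* on chromosome Y (746001 to 748000), with 14 and 6 reads against 1 and 1, and an intergenic tile on chromosome 6 (109790001 to 109792000, 803575 bp from *Grm7*), with 8 and 8 against 1 and 1. These were at least 2.64-fold and 2.04-fold lower. Its higher tiles lay in an intron of *Mypn* (chromosome 10, 62616001 to 62618000), a UTR of *Wfikkn2* (chromosome 11, 94096001 to 94098000) and an intron of *Efcab2* (chromosome 1, 180396001 to 180398000), with 0 or 1 reads in each day 8 control library and 7 to 19 in each cKO library.

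The share of tiles at least 2-fold different was compared with counting error. In H3K27me3, 5.98% of tiles were higher and 8.02% lower in cKO at day 4, 9.49% and 8.21% in day 8 replicate 1, and 7.92% and 8.08% in day 8 replicate 2. Counting error alone gave 5.67% and 6.26%, 6.62% and 5.88%, and 5.17% and 4.84%, respectively. In H3K9me2 the shares were 8.78% and 6.02% at day 4 (6.95% and 5.90% from counting error), 7.58% and 7.33% in replicate 1 (4.85% and 5.07%), and 12.6% and 5.21% in replicate 2 (6.08% and 5.08%). In H3K9me3 they were 6.39% and 5.34% at day 4 (6.04% and 5.202%), 10.98% and 18.5% in replicate 1, and 7.13% and 9.48% in replicate 2 (5.09% and 6.66%). The shallow library of replicate 1 gave 10.5% and 15.6% from counting error alone. The Wilson 95% interval of its 18.5% ran from 18.5% to 18.6%. Means over 10 kb windows moved the day 4 shares of changed tiles most, to 1.30%, 1.46% and 0.565% for H3K27me3, H3K9me2 and H3K9me3, and a 4-fold threshold moved the day 8 shares most, to 2.21%, 2.85% and 3.17%. Centring shifted values by the medians of libraries over tiles with a read in any library, which differed by 0.13 in H3K27me3 replicate 2 and by -0.27 in H3K9me3 replicate 1. In these pairs the part of changed tiles that was higher in cKO moved from 49.5% to 36.3% and from 37.2% to 60.3%, respectively. Medians of tiles step in whole reads, and over all tiles the H3K27me3 difference was 0.047, which gave 44.7%. Centring on the medians of 100 kb windows, used after the values were seen, gave 38.2% and 50.8%. Centring on tiles also moved this part across 50% in H3K27me3 replicate 1 (53.6% to 44.03%) and H3K9me3 replicate 2 (42.9% to 52.2%). The same held for H3K9me2 replicate 1 (50.8% to 45.4%, but 55.6% when centred on windows). The direction of the split in these pairs and in H3K9me3 replicate 1 thus depends on centring. At day 4, centring on tiles with a read or on windows did not move this part across 50%. Medians over all tiles moved it from 42.7% to 54.5% in day 4 H3K27me3, and medians over autosomal tiles from 54.5% to 43.2% in day 4 H3K9me3.

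**Figure D3:**
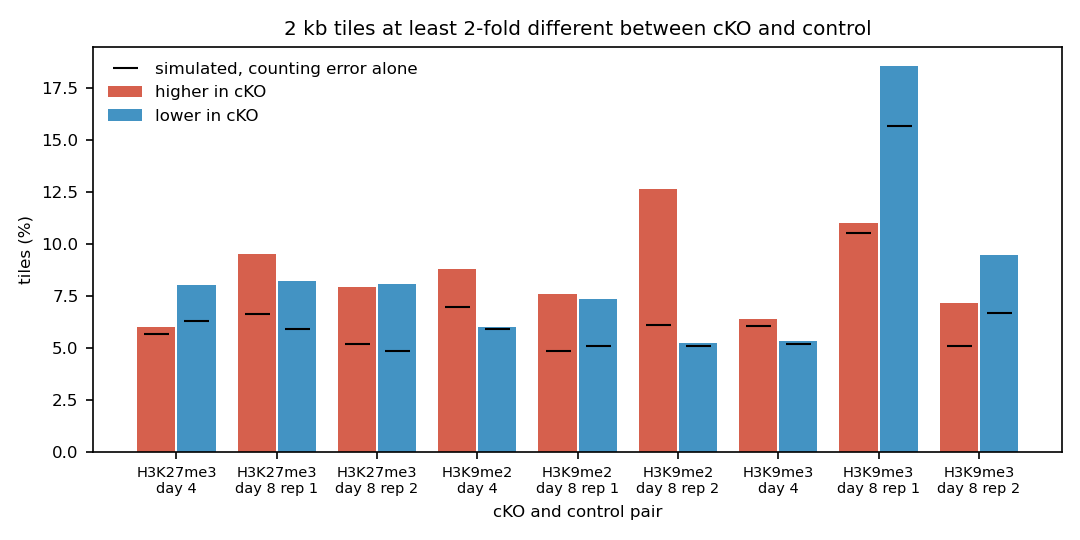
Percent of 2 kb tiles (y axis) at least 2-fold higher (red) or lower (blue) in cKO than in control for each pair of libraries (x axis), with black marks for the percent given by simulated counting error alone. The tallest bar is the 18.5% of tiles lower in H3K9me3 day 8 replicate 1, of which counting error gave 15.6%.

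Tiles changed in both day 8 pairs were more numerous than independent pairs would give. For H3K27me3, 16714 tiles were at least 2-fold higher in both pairs where 9347 were expected, and 20544 were lower where 8228 were expected. H3K9me2 had 26714 higher tiles where 11878 were expected and 6511 lower tiles where 4739 were expected. H3K9me3 had 15127 higher (expected 9605) and 29008 lower (expected 21830). Tiles changed in opposite directions numbered 16623, 23158 and 25810 for H3K27me3, H3K9me2 and H3K9me3, where 17595, 16410 and 29197 were expected. The excess of lower H3K9me2 tiles (1.37 times) was thus no larger than that of opposite changes (1.41 times), and does not show that the pairs agree. With means over 10 kb windows, the alternative that moved these counts most, H3K27me3 had 133 higher and 797 lower windows, where 16.6 and 86.4 were expected.

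Change across the genome was compared between pairs in 100 kb windows, where counting error is small. Over 25636 windows, which are not independent replicates, the change in day 8 replicate 1 correlated with that in replicate 2 at r = 0.633 (Spearman 0.572) for H3K27me3, 0.458 (0.473) for H3K9me2 and 0.527 (0.622) for H3K9me3. Crossing the pairs gave 0.116, 0.128 and 0.463, so for H3K27me3 and H3K9me2 the value rested largely on which libraries were paired. A difference shared by same-numbered libraries cancels within pairs but enters crossed pairs with opposite signs, which lowers the crossed value. In these marks the deviations of same-numbered libraries correlated at 0.581 and 0.436, so crossing does not show that the pairs disagree. The change at day 4 correlated with the mean change at day 8 at 0.457, 0.674 and 0.386. With replicates 1 and 2 taken apart the values were 0.421 and 0.409 for H3K27me3 and 0.456 and 0.664 for H3K9me2. For H3K9me3 they were 0.167 and 0.517, so the value for this mark depended on the pair. GC correction lowered the day 8 value for H3K9me2 to 0.291 and for H3K9me3 to 0.355. limma called 674 of 25614 H3K9me3 windows (137 higher and 537 lower in cKO). It called 0 for H3K27me3 and H3K9me2, where 2834 and 1943 windows had an unadjusted p-value under 0.05. This fit had no replicate block. With a block the counts were higher for H3K27me3 and H3K9me3 and stayed at 0 for H3K9me2, as given with the processing alternatives. After GC correction 0 H3K9me3 windows passed, with 5201 at an unadjusted p-value under 0.05.

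Whole chromosomes were compared to detect differences in copy number or sex chromosome marks. The mean H3K9me3 change over the 1191 tiles of chromosome Y was -0.33 at day 4, -0.40 in day 8 replicate 1 and -0.88 in day 8 replicate 2 (day 8 mean -0.64 ± 0.35, SD, n = 2 pairs). Autosomal means at day 8 lay between -0.14 and 0.08. On the same chromosome H3K27me3 changed by -0.08 ± 0.02 (SD, n = 2 pairs) and H3K9me2 by -0.12 ± 0.02 (SD, n = 2 pairs) at day 8. Summed reads moved the H3K9me3 value most, to -0.76 ± 0.26 (SD, n = 2 pairs). On X the day 8 means were -0.01 for H3K27me3, -0.04 for H3K9me2 and -0.08 for H3K9me3, each smaller than its SD over both pairs (0.02, 0.17 and 0.17). For H3K27me3 on X, centring gave -0.082 ± 0.022, and for H3K9me3 on X summed reads gave -0.21 ± 0.022 (SD, n = 2 pairs), both larger than the SD.

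**Figure D4:**
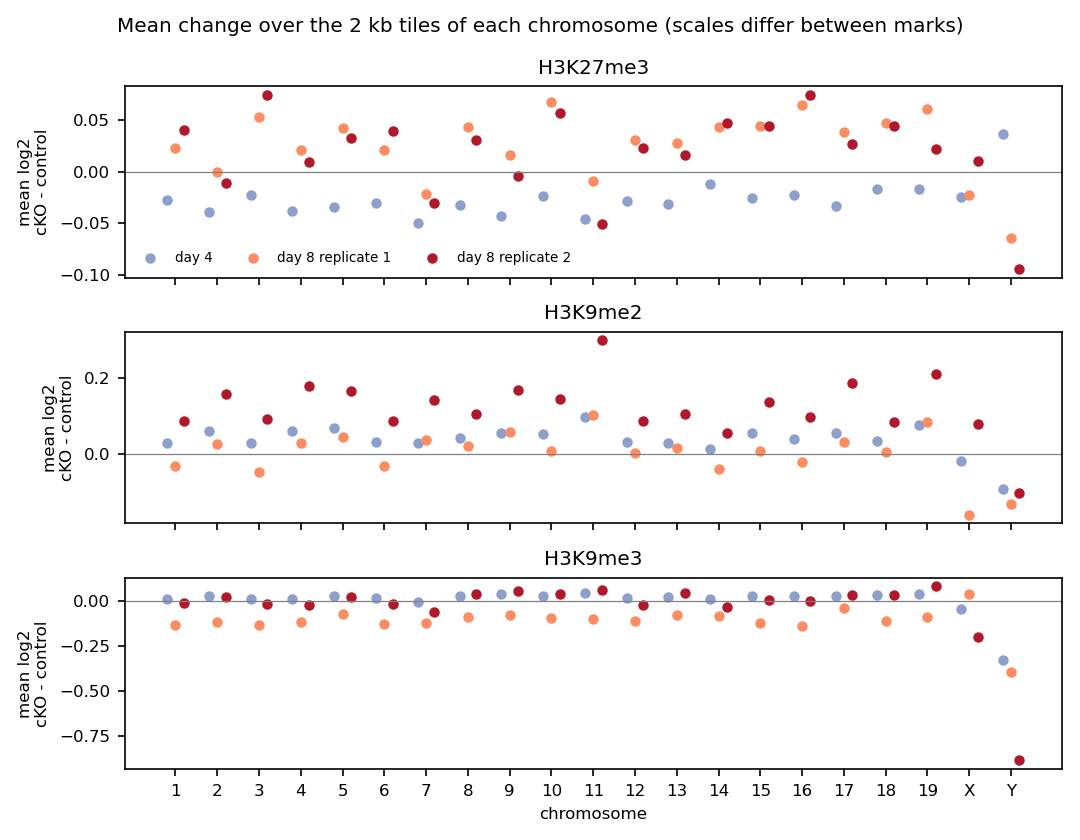
Mean log2 cKO minus control (y axis, with a scale of its own for each mark) over the 2 kb tiles of each chromosome (x axis) for the day 4 pair and both day 8 pairs (colours). The lowest points are H3K9me3 on chromosome Y, at -0.33, -0.40 and -0.88.

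Gene bodies and promoters were then examined. limma called 0 gene bodies and 0 promoters for each mark. At an unadjusted p-value under 0.05 there were 4454 gene bodies and 4499 promoters for H3K27me3 (332 promoters higher and 4167 lower), 829 and 1200 for H3K9me2, and 2016 and 1184 for H3K9me3. A trend in eBayes, which moved the counts most, called 1226 promoters for H3K27me3 (43 higher and 1183 lower), 45 gene bodies for H3K9me2 (15 higher and 30 lower) and 2 promoters for H3K9me3. The latter, named after their values were seen, were *Nnat* (ENSMUSG00000067786, chromosome 2, 157385814 to 157388258) and *Nap1l5* (ENSMUSG00000055430, chromosome 6, 58855228 to 58857120), both lower in cKO with a limma adjusted p-value of 0.0388. The mean H3K27me3 change over promoters was -0.15 at day 4, -0.35 in day 8 replicate 1 and -0.47 in replicate 2. Relative to the median of tiles with a read in any library it was -0.50 ± 0.15 (SD, n = 2 pairs) at day 8. Over CpG-rich promoters it was -0.79 and -1.05 in the day 8 pairs, and over CpG-poor promoters, with fewer than 20 CpG sites per tile, -0.03 and 0.00. Mean H3K9me2 over promoters rose by 0.17 in day 8 replicate 1 and by 0.96 in replicate 2. The size of the mean change was thus set by the replicate 2 pair, whose cKO library resembled the input most.

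The genes chosen in advance did not pass the threshold in any mark. *Xlr3a* (ENSMUSG00000057836, chromosome X, 70331632 to 70342434) had the smallest unadjusted p-value, for H3K9me3 over the gene body, with a mean day 8 change of 0.91 ± 0.03 (SD, n = 2 pairs; limma p-value 0.0294, adjusted 0.563) from 22 and 13 control reads and 9 and 27 cKO reads. Summed reads, used after the values were seen, gave 0.44 and 1.05 in these pairs (0.74 ± 0.43, SD, n = 2 pairs), so the SD of 0.03 understates the spread. Over the gene bodies of *Mirg* (ENSMUSG00000091158, chromosome 12, 110973191 to 110987665) and *Rian* (ENSMUSG00000091793, chromosome 12, 110842155 to 110899919), both lincRNA genes, the H3K27me3 value changed by 0.08 ± 0.06 and 0.03 ± 0.01 (SD, n = 2 pairs). Centring each library brought these to -0.0073 and -0.060 with medians of tiles and to 0.0041 and -0.049 with medians of 100 kb windows, and in summed reads they were 0.02 ± 0.11 and -0.0030 ± 0.12 (SD, n = 2 pairs), each smaller than its SD. H3K9me3 over *Mirg* changed by 0.52 ± 0.36 (SD, n = 2 pairs; limma adjusted p-value 0.597). The gene body of *Dnmt1* changed by -0.17 ± 0.07 in H3K27me3, 0.52 ± 0.18 in H3K9me2 and -0.11 ± 0.17 in H3K9me3 (SD, n = 2 pairs). These means over 24 tiles include the tile that lost its reads in all marks, which lowers each of them. In H3K27me3 replicate 1 that tile went from -1.54 in control to -4.45, the value without reads, in cKO. The means thus do not describe the marks alone.

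Tiles were last grouped by their sequence. In the 9553 CpG-rich tiles, the log2 share of H3K27me3 reads fell by 0.32 at day 4, by 0.91 in day 8 replicate 1 and by 1.18 in replicate 2 (day 8 mean -1.04 ± 0.19, SD, n = 2 pairs). GC correction moved it most, to -0.40 ± 0.07 (SD, n = 2 pairs). In both day 8 pairs the labels gave the control and cKO libraries different catalogue numbers of the H3K27me3 antibody. H3K9me2 in these tiles rose by 0.21 in replicate 1 and by 1.55 in replicate 2. The mean of 0.88 was smaller than its SD of 0.95. GC correction gave -0.23 and 0.76 in these pairs, so the sign in replicate 1 depends on it. The replicate 2 cKO library was fitted with 54.0% input. Mixing that share into its control predicts a rise of 1.65 in CpG-rich tiles, so the rise in replicate 2 need not be a gain of H3K9me2. H3K9me3 in CpG-rich tiles changed by -0.13 ± 0.11 (SD, n = 2 pairs). In 55922 high-copy tiles, H3K27me3 rose by 0.07 at day 4, by 0.21 in day 8 replicate 1 and by 0.29 in replicate 2 (day 8 mean 0.25 ± 0.06, SD, n = 2 pairs). H3K9me2 there changed by -0.11 ± 0.01 and H3K9me3 by -0.08 ± 0.10 (SD, n = 2 pairs). Means of tile values gave 0.18 ± 0.41 (SD, n = 2 pairs) for H3K9me3, the opposite sign, and neither value exceeded its SD. High-copy tiles were 4.44% of tiles with reads but held 1.12% of the input reads counted here. Alignments of low mapping quality had been discarded, so these values may leave out much of the repeated sequence.

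**Figure D5:**
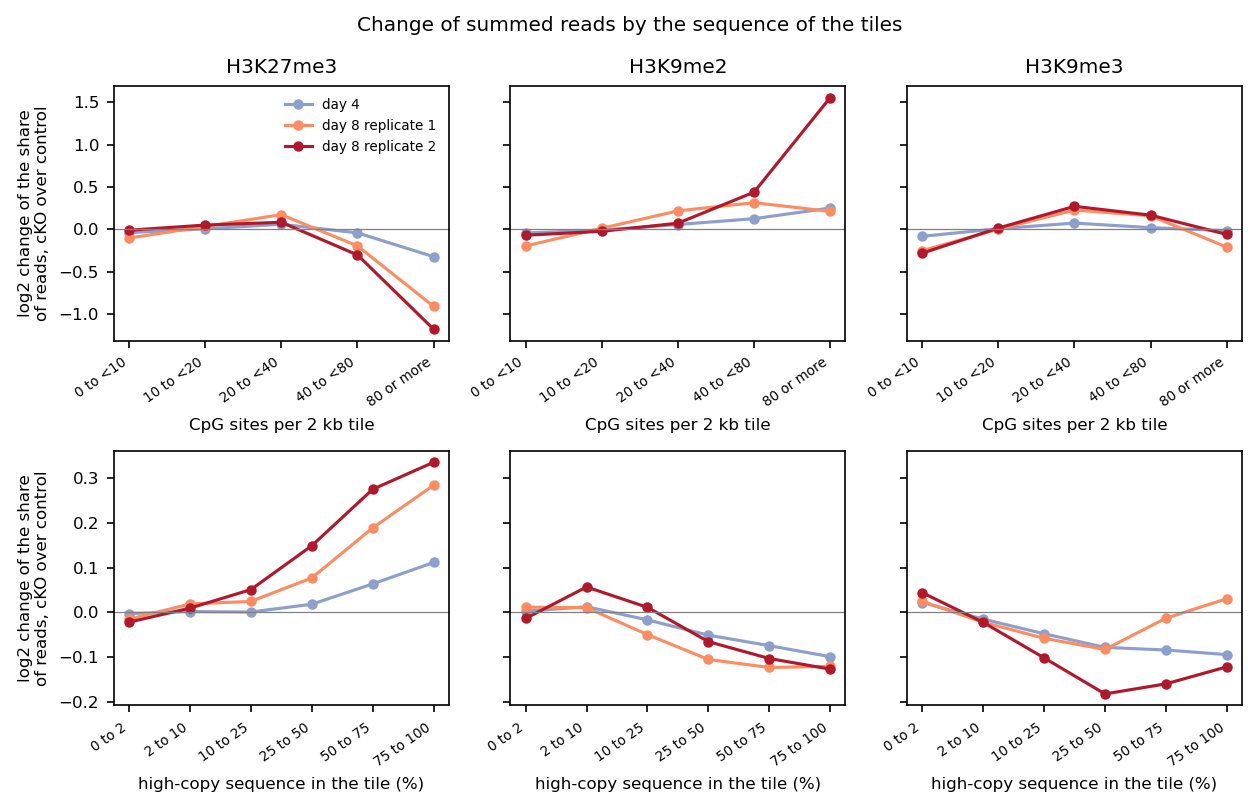
Log2 change of the share of reads, cKO over control (y axis), in 2 kb tiles grouped by the number of CpG sites (top) or the percent of high-copy sequence (bottom), for each mark (columns) and pair (colours). H3K27me3 falls by 0.91 and 1.18 in the day 8 pairs in tiles with 80 or more CpG sites and rises with the share of high-copy sequence.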

Values the study reported

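The study profiled the 3 repressive histone marks at 4 and 8 days after deletion of *Dnmt1*. From the ChIP-seq data it showed those transposable elements whose enrichment was at least 2 times higher in the knockout. It reported no genome-wide redistribution of these marks after the deletion. Among transposable elements, it described more H3K27me3 on MERVLs, and H3K27me3 and H3K9me2 deposition on IAPs. H3K9me3 on IAPs did not depend on DNA methylation in its data. Named repeat families were not tested here, so the statements on them cannot be compared.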

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

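The tests on chromosome Y given here were chosen after the values were seen, as was the comparison of library size, while the tests of input-like background and of H3K9me2 loss were set before their values were computed.

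Mean H3K27me3 on chromosome Y moved in opposite directions at the 2 time points. The mean change was 0.04 in the only day 4 pair and -0.06 and -0.09 in the day 8 pairs, so that the mean at day 8 minus day 4 was -0.12. The difference was not tested, and 18 comparisons of day 4 with day 8 were looked at. With GC trends taken away the difference was -0.20 and in summed reads it was -0.082. The signs stayed opposite under both. The median over tiles was 0.24 at day 4 and 0.04 and -0.23 in day 8 replicates 1 and 2, so replicate 1 had the day 4 sign. Day 4 has 1 pair and no spread to set these values against. GC content, tiles with few reads and a change with time thus cannot be told apart.

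Mitochondrial reads, which enter the tile tests above but no comparison of chromosomes, genes, sequence classes or window correlations, were more frequent in the day 8 H3K9me2 cKO library of replicate 2 than in any ChIP control. They made up 0.0289% of its reads (Wilson 95% interval 0.0282% to 0.0296%), against 0.00931% (0.00893% to 0.00972%) in the highest control and 0.0821% in the input. The cKO library of replicate 1 had 0.00200%. Of the 9 H3K9me2 tiles higher in cKO under limma-voom, 6 were mitochondrial and 3 lay side by side on chromosome 17 (39980001 to 39986000), the last of them at the start of the pseudogene *AY036118*.

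Several explanations were weighed for this library. Its total was 1.03 times the highest of the other H3K9me2 libraries, which argues against library size. A mixture of its control with the input was best fitted by 54.0% input. That share predicts more mitochondrial reads than were seen, with an observed over predicted ratio of 0.641, just outside the margin of 1.5 times set beforehand. Input-like background may therefore account for much of the profile but was not shown to do so. Loss of H3K9me2 in cKO cells by day 8 is the alternative given by the design. The replicate 1 cKO library was fitted with 1.87% input (95% interval -0.34% to 4.09%), an interval that includes 0. Since loss and background both make a library resemble the input, and the replicates differ, these explanations cannot be told apart with 1 such library.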

How the results depend on the processing

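Of 201 values of the main comparisons recomputed under an alternative, 113 kept their direction, their side of the threshold and their size within the replicate spread or 1.5 times the count, and 88 changed. limma-voom, GC correction, summed reads, centring on medians of 100 kb windows, the trend for genes and promoters and the block for windows were chosen after seeing the data. Unless stated, the cause was not tested.

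A trend in eBayes raised tiles past the threshold from 0 to 3067 for H3K27me3 and 107 for H3K9me3, promoters to 1226 and 2, and gene bodies to 45 for H3K9me2. limma-voom raised tiles to 5408, 12 and 485 for H3K27me3, H3K9me2 and H3K9me3. Means over 100 kb windows gave 674 for H3K9me3. Simulated windows held summed reads in place of means, so their recovery does not explain this count. GC correction brought these 674 windows to 0, with 5201 at an unadjusted p-value under 0.05. Centring, quantile normalization, both filters, the 2-fold requirement, GC correction of tiles and 10 kb windows left 0 in each mark, with 17868 to 105890 at an unadjusted p-value under 0.05.

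The labels share only replicate numbers, which gave 2 pairs per mark at day 8. Deviations from the group means of same-numbered libraries correlated at 0.073, 0.059 and 0.039 over tiles and at 0.581, 0.436 and 0.159 over 100 kb windows for H3K27me3, H3K9me2 and H3K9me3, and none was negative. With a replicate block, windows past the threshold numbered 4602 for H3K27me3 and 5082 for H3K9me3, and with GC correction in the same fit 5497 and 0 (5462 at an unadjusted p-value under 0.05). In 10 kb windows the block gave 792 for H3K27me3 and 30 for H3K9me3 in place of 0, and with GC correction 0 (42363 at an unadjusted p-value under 0.05) and 339. The block thus changed 4 of 15 counts and left the counts of tiles, gene bodies and promoters in all marks, and of H3K9me2 windows, at 0.

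For enrichment over input, a 4-fold threshold gave 2.50%, 0.663% and 2.12% for H3K27me3, H3K9me2 and H3K9me3, and 10 kb windows 6.59%, 1.56% and 4.99%. For tiles changed at least 2-fold, a 4-fold threshold gave 1.87%, 2.31% and 1.09% at day 4 and 2.21%, 2.85% and 3.17% at day 8, and 10 kb windows 1.30%, 1.46% and 0.565% at day 4 and 2.73%, 5.26% and 4.29% at day 8. Both lower these shares by construction. At day 4, centring gave 14.1%, 14.98% and 11.9%, centring on windows 14.2%, 14.8% and 11.8%, and tiles with reads in both libraries and the input 13.5%, 14.02% and 11.3%.

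Leaving out 1 day 8 library moved the percent of tiles with a mean difference of at least 2-fold from 8.84% to between 12.5% and 14.6% for H3K27me3, from 8.37% to between 11.2% and 15.9% for H3K9me2, and from 12.4% to between 11.98% and 27.7% for H3K9me3. Fewer libraries leave more counting error in a mean. The shifts over 1.5 times came without H3K27me3 control replicate 2 (14.6%) or cKO replicate 1 (13.9%), without H3K9me2 cKO replicate 1 (15.9%), which leaves the input-like library alone, and without H3K9me3 cKO replicate 2 (27.7%), which leaves the shallow one.

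Windows of 10 kb at least 2-fold changed in both day 8 pairs numbered 133 higher and 797 lower for H3K27me3, 1160 and 25 for H3K9me2, and 162 and 459 for H3K9me3. The correlation of both day 8 pairs was 0.370, 0.206 and 0.286 in 10 kb windows, 0.702 and 0.640 in 1 Mb windows for H3K27me3 and H3K9me2, 0.668, 0.291 and 0.355 with GC correction, and 0.116 and 0.128 for crossed pairs of H3K27me3 and H3K9me2. The correlation of day 4 with day 8 was 0.200, 0.286 and 0.142 in 10 kb windows, 0.587, 0.836 and 0.618 in 1 Mb windows, and 0.577 and 0.179 with GC correction for H3K9me2 and H3K9me3.

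On chromosome X, H3K27me3 changed by -0.082 when centred, -0.081 when centred on windows, -0.093 with GC correction and -0.047 in summed reads. On Y it changed by -0.15 when centred and -0.16 with GC correction, and H3K9me2 by -0.16 as a median, -0.093 when centred, -0.050 with GC correction and -0.14 in summed reads.

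Of 69 values of named genes, tiles and sequence classes, 51 stayed within their spread and 18 moved. The alternatives for repeat families were not run, since no repeat names were used here. Depth limits single tiles, and the H3K9me3 cKO library of 5669098 reads limits every H3K9me3 comparison of replicate 1.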

Other observations

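The tests of library copy number on Y, of GC content in 100 kb windows, of the *Dnmt1* tile, of GC content and of single tiles in high-copy sequence, of carry-over, and of background and GC content at imprinted regions were chosen after the results were seen, while the other tests here were set before their values were computed.

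Imprinted regions were examined because a tile at *Gnas* had been seen to lose H3K9me3 during exploration. A list of 20 genes next to imprinted methylated regions, without *Gnas*, was written down before their values were computed, and 18 of them were in the annotation. For each, the tile with the highest H3K9me3 in the day 4 control within 10 kb of the gene was taken. The median H3K9me3 change was -1.84 in day 8 replicate 1 and -2.63 in replicate 2, and 16 and 17 of the 18 tiles were lower in cKO. Both medians lay below those of all 10000 random lists of other genes, whose tiles were chosen in the same way and matched on H3K9me3 level in that control, and which had medians of -0.13 and -0.27. Summed reads went from 2480 to 220 in replicate 1, where the cKO library was shallow, and from 1509 to 326 in replicate 2. Setting cKO tiles of 3 reads or fewer (1 in each pair) to 3 reads could not move the medians of -1.84 and -2.63. The tile in replicate 1 (*Mcts2*, 1 read, -1.60) already lay above the median, and that in replicate 2 (*Zrsr1*) already held 3 reads. The exceptions in replicate 1 were *Zdbf2* (0.14) and *Slc38a4* (0.24), and in replicate 2 *Mcts2* (0.99). Under limma-voom, 14 of the 18 tiles were among the 266 lower ones. All 18 were lower at day 4, with a median of -0.60, but the tiles were chosen in that control, which favours a fall. H3K9me2 in the same tiles changed by 0.70 and 1.45, where random lists gave -0.01 and 0.50, and H3K27me3 by -0.43 and -0.36, within the random lists.

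Input-like background predicted at most 0.0613 of the fall in summed reads in the day 8 pairs (0.208 at day 4), and with GC trends taken away the smaller day 8 median was still -1.78. Both argue against these technical explanations as the whole cause. A hypothesis that remains is that H3K9me3 at imprinted control regions may fall in cKO cells once DNA methylation is lost. It rests on 2 pairs and on the same data in which it was noticed, and allele-specific reads were not analysed here.

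Reads missing from the *Dnmt1* tile are consistent with deletion of the floxed segment. The day 8 ratio of 0.0216 (95% interval 0.000535 to 0.126) was seen over 3 marks together, with fewer reads in each mark and no such loss in the other tiles of the gene. The day 4 ratio of 0.350 may reflect cells that still carried the segment, which was not tested.

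H3K9me3 fell on chromosome Y in all 3 pairs. H3K27me3 and H3K9me2 on Y changed on average by no more than -0.14 in summed reads at day 8, which argues against fewer copies of Y as the whole cause. Input-like background predicted at most 0.279 of the fall in any pair. With GC trends taken away the smallest fall was -0.22, so GC content was not the whole cause either. What stays open is a lower H3K9me3 level on Y in cKO cells, as a hypothesis from 2 day 8 pairs with a large spread and 1 day 4 pair. Y held 130 high-copy tiles, and reads shared between its repeated genes were not examined.

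Of the H3K9me3 windows of 100 kb that passed the threshold, 0 passed once GC trends were taken away. The calls are thus consistent with a GC difference between the libraries, although a change of H3K9me3 that itself follows GC content would be removed in the same way.

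H3K27me3 fell in CpG-rich tiles. At equal level in the day 4 control, CpG-rich tiles fell more than CpG-poor ones, here tiles with at most 40 CpG sites. The difference was -0.61 in the pair where it was smaller, and at equal GC content it was -0.82. Both argue against input-like background and GC content as the whole cause. GC correction of CpG-rich tiles brought the mean day 8 change from -1.04 to -0.40, so GC content may be part of the fall. The cKO libraries were fitted with 29.8% and 36.7% input, which predicted 0.470 and 0.427 of the fall in the day 8 pairs, so not all of it. A loss of H3K27me3 in CpG-rich tiles would also raise this fit, which thus does not show background. Mitochondrial reads reached at most 0.184 of what the fitted shares predict. This argues against carry-over of unbound DNA, not against other nonspecific background. Correlation with the input was lower in cKO (0.433 and 0.461) than in control libraries (0.471 and 0.499). More cKO tiles were at least 2-fold above the input (12.4% and 12.2% against 10.2% and 10.4%). Both argue against input shares of this size, but at 4-fold replicate 2 went the other way (2.11% against 2.29%). In high-copy tiles, where H3K27me3 rose, the fitted share predicted at most 0.357 of the rise. The rise was 0.21 with the GC trend taken away and 0.26 without the 1% of high-copy tiles with most reads in the day 4 control. That last test replaced a first one on the median tile, which the depth of the libraries fixed. The labels give different catalogue numbers of the H3K27me3 antibody in the control and cKO libraries of each day 8 pair, so an antibody difference stays open and was not tested. These numbers rise in sequence over the libraries, and the paper lists a single H3K27me3 antibody. The differing numbers may thus also be an error in the labels. At day 4 both labels give the same number, and the changes had the same signs, at -0.32 in CpG-rich and 0.07 in high-copy tiles. Whether the high-copy tiles that rose belong to particular repeat families was not analysed here.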
